A study of Homo sapiens with 2 samples. Its data were reported in "MicroRNA-145 Regulates Human Corneal Epithelial Differentiation" (2011).

How the data were processed

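The cells were HCE, a line of human corneal epithelium. They received a plasmid that carries miR-145 or a control, and total RNA was collected 24 hours later. The labels call the control a scrambled sequence, whereas the treatment protocol and the methods name a GFP expression vector as the control plasmid, so the exact insert of the control is not settled by the sources used here. One array was hybridised per group. Samples were grouped by the transfection named in their labels, with 1 sample labelled miR-145 and 1 labelled scrambled.

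Cy3-labelled cRNA was hybridised by the authors to a 1-colour Agilent whole human genome array with 45015 spots, of which 43376 were not controls and stood for 41000 probes. Per the file headers, the spot intensity values were extracted with Agilent Feature Extraction 10.5.1.1, whereas the methods name an earlier version. The processed intensity in these files had been background-subtracted and detrended within each array by the authors' software, with a small positive value put in place of signals at or under background, and had not been normalized between arrays. Flags of 0 or 1 for signal well above background, saturation and uneven or deviating spots came with the deposited files and are another kind of value than a signal. The array design was annotated on hg18 by the manufacturer. Both arrays lay on 1 slide and came from 1 scan, so slide and scan do not separate the groups.

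The authors' deposited series matrix held log2 values for 41078 rows. Set against the scanner files, the difference between its columns equalled the log2 difference of the processed intensity plus a constant of 0.19 in 99.5% of rows, with a tolerance of 0.001. The column medians were 0.04 for miR-145 and -0.004 for the scrambled sequence. The columns did not sum to 0 in most rows, so the set of arrays on which each probe had been centred stays unknown, while the log2 scale and the direction were settled by this comparison. These values served as an alternative only.

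For the main setting, following the 75th percentile normalization in the methods, spots flagged as uneven or as population outliers were left out, log2 of the processed intensity was taken, and each array's 75th percentile over non-control spots was subtracted (1402 signal units for miR-145 and 1577 for the scrambled sequence). Spots of a probe were averaged, which left 40856 probes. A probe counted as detected when more than 50% of its spots were well above background. Where a probe was detected on 1 array only, the dim side was set to the higher of its own value and the lowest signal of a detected probe there (19.1 units on the miR-145 array and 18.2 on the scrambled array), and the difference is given as a bound, written "at least". A probe detected on neither array received no fold, nor did a bound under 1-fold. Signed differences are miR-145 minus scrambled.

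Probes were named through their accession in a RefSeq gene table of assembly GRCh38.p14. It matched 24724 of the 40856 probes, 60.5%, and 16928 genes, including 24401 of 25220 probes with a curated mRNA accession. As the array was annotated on another build, no coordinates are given. The value of a gene is that of its probe with the highest mean signal over both arrays. Where other probes of a gene differ in direction, this is stated.

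With 1 array per group there is no replicate error, so no test between the groups was made and no p-value is given. Probes were counted by a fixed size of difference, 5-fold as in the study and 2-fold. The number of arrays limits the precision of every value. Spread between repeated spots of 264 probes with 10 spots each gave the technical error within an array, which covers neither transfection nor labelling. The median of each of 6 gene lists was placed among the medians of 10000 random lists of the same size matched on mean signal in 20 bins, as a description of these arrays. The lists were interferon-stimulated, NF-kB and inflammatory cytokine, described miR-145 target, housekeeping, corneal epithelial differentiation and limbal progenitor genes. They were written from general knowledge after the paper and its supplements had been read, so the interferon-stimulated list is not independent of the study, which names 2 of its 40 genes. The study also names 3 genes of the target list, 2 of the housekeeping list, 3 of the differentiation list, 3 of the limbal progenitor list and 0 of the NF-kB list. Genes without a matched probe (IFI27, CMPK2, NFKB2, CLU, SPRR2A and ECE2) were not analysed here.

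Genes are named in the text by a rule fixed before the data were examined. It takes every gene that the study lists or discusses, the 5 largest differences in each direction among named probes detected on both arrays, the 3 largest bounds in each direction, and the highest and lowest member of each list. Genes named outside this rule are marked as such, apart from the genes without a matched probe given above.

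The steps were tested on simulated data for the comparison of miR-145 with the scrambled sequence over 41000 probes. All of 200 probes changed 8-fold were recovered and 0 unchanged probes were counted. The changed probes were drawn from bright probes only, no spot was flagged, and the noise was smaller than the spread between these arrays. Recovery of dim probes and of bounds was therefore not tested, nor was the number of false counts at the real spread. The alternatives tried were centring on the median, the 75th percentile over probes detected on both arrays, normexp background correction (offset 50), quantile and cyclic loess normalization, the series matrix values, another detection flag, no filter and no floor, a floor at the 10th percentile of detected signals, the mean over the probes of a gene, and genes detected on both arrays only. As the mean pixel signal was not used here, normexp was run on the median pixel signal and the local background. Keeping flagged spots and leaving out probes near clusters on the slide were added after the data had been seen. A 5-fold probe was called clustered when at least 2 other 5-fold probes of the same direction lay within 300 micrometres, and isolated otherwise. Other probes of a gene were set against it where they lay over 600 micrometres away and not near a cluster. Analyses used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and R 4.3.3 with limma 3.58.1.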

Results

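Gene expression was measured in HCE cells, a human corneal epithelial line, 24 hours after transfection with miR-145 or with a scrambled sequence, on 1 array per group. No replicate check of any difference was therefore possible. Of the 40856 probes compared, 27673 (67.7%) were well above background with miR-145 and 28333 (69.3%) with the scrambled sequence. Both arrays detected 26790 probes, 883 were detected with miR-145 only, 1543 with the scrambled sequence only and 11640 on neither array. No spot was saturated on either array, where 0 saturated spots were marked. Across the probes detected on both arrays, the normalized values correlated with a Pearson r of 0.980 and a Spearman rho of 0.979, although probes are not independent replicates. The median log2 difference of these probes was -0.04, and 92.4% of them differed by less than 2-fold.

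The technical error within an array was taken from probes spotted 10 times. In 224 such probes well above background on each array, the SD of log2 signal between spots was 0.09 with miR-145 and 0.09 with the scrambled sequence. Spots flagged as uneven or as population outliers were left out of this SD. A difference between single spots of both arrays thus carries an SD of 0.13, a factor of 1.09. Under normexp correction of the median pixel signal, the SD pooled over both arrays rose from 0.09 to 0.17. This error leaves out variation between cultures, labelling reactions and hybridisations. Log2 differences of all probes detected on both arrays had an SD of 0.59, with quartiles of -0.37 and 0.29. A difference above the technical SD is therefore not by itself a sign of a change with miR-145.

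The first question was how many transcripts changed with miR-145. At 5-fold, 164 probes were higher and 116 were lower with miR-145. Of these, 110 higher and 32 lower probes were measured on both arrays, and the remaining 54 higher and 84 lower probes had only a bound because the dimmer array was not well above background. Measurement on both arrays thus covered 50.7% of the 5-fold probes. The named 5-fold probes stood for 100 genes higher and 64 genes lower. At 2-fold, 1167 probes were higher and 1646 were lower. The filter on dim probes bears on these numbers, since with no filter and no floor 506 probes were 5-fold higher and 520 were 5-fold lower. Normexp correction lowered them to 77 and 5. Most lower probes were dim, as 92 of the 116 had a brighter signal between 116 and 583 units, and 10 lay below that range. Of the 164 higher probes, 57 lay in that range, 22 below it and 49 among the 7270 brightest probes, above 3009 units.

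**Figure D1:**
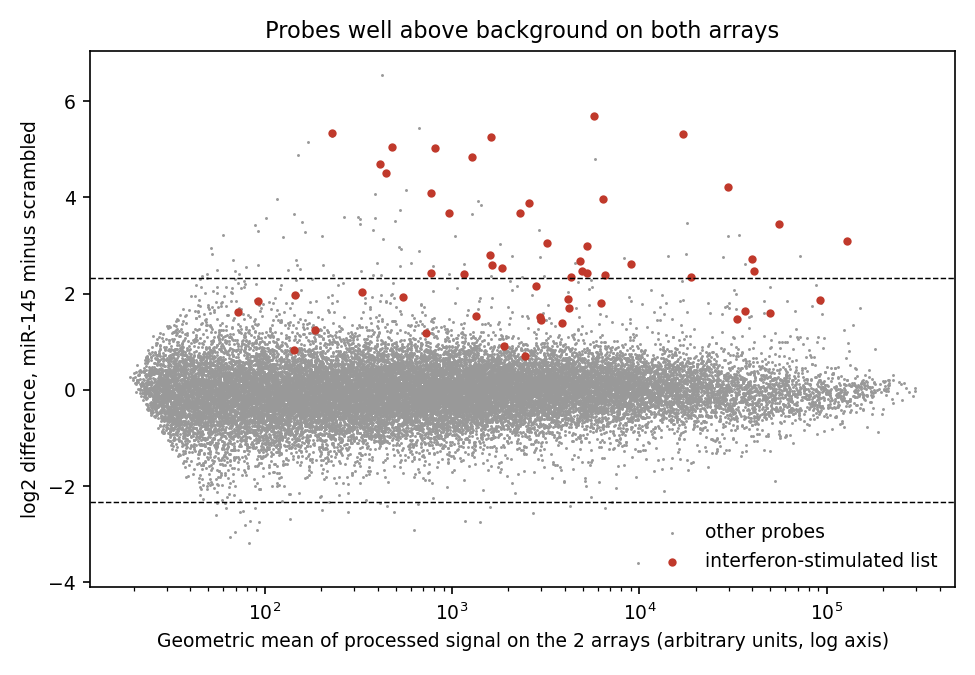
Each point is 1 of the 26790 probes detected on both arrays, with the geometric mean of its processed signal (arbitrary units, log axis) against its log2 difference (miR-145 minus scrambled), and red points are probes of interferon-stimulated genes. The dashed lines mark 5-fold, and the red points lie above 0 over the whole range of signal.

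Among named probes detected on both arrays, the 5 largest increases were those of IFNL2, MX2, TRIM22, IFI6 and CXCL11. IFNL2 rose from 46.3 to 3825 signal units, a log2 difference of 6.54 or 92.9-fold after normalization. MX2 was 51.3-fold higher, TRIM22 40.3-fold, IFI6 39.8-fold and CXCL11 38.5-fold, and the second probes of MX2, TRIM22 and CXCL11 were higher as well. Size and rank depended on the background correction, since under normexp MX2 was 44.4-fold, IFI6 43.5-fold, IFNL2 33.9-fold, CXCL11 12.4-fold and TRIM22 12.0-fold higher. The 5 largest decreases were those of ALPI (log2 difference -3.18), IGFALS (-2.95), UNC13A (-2.91), RBFOX3 (-2.81) and ZSCAN10 (-2.74). The first 4 had signals of 23.6 to 31.1 units with miR-145, close to the lowest detected signal, while ZSCAN10 went from 3872 to 515 units. Under normexp these values were -1.77 for ALPI, -1.32 for IGFALS, -1.81 for UNC13A, -1.40 for RBFOX3 and -2.44 for ZSCAN10. Another UNC13A probe, detected with the scrambled sequence only, was at least 1.35-fold lower.

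The largest upward bounds were at least 58.1-fold for a TRIM22 probe, at least 38.4-fold for a CCL3L3 probe and at least 28.7-fold for CXCL10. A brighter CCL3L3 probe, measured on both arrays, was 29.4-fold higher (764.6 units with miR-145 and 29.3 with the scrambled sequence). The largest downward bounds were at least 14.3-fold for KDM6B, at least 12.8-fold for ZPBP2 and at least 12.7-fold for TTLL6. With a floor at the 10th percentile of detected signals, the dimmer CCL3L3 probe was at least 15.7-fold and CXCL10 at least 11.8-fold higher. With that floor KDM6B was at least 6.82-fold, ZPBP2 at least 6.09-fold and TTLL6 at least 6.03-fold lower. Under normexp the bounds were 8.16-fold, 6.51-fold, 4.70-fold, 4.83-fold and 3.89-fold in the same order. The bound of the TRIM22 probe was not followed under these settings, in which TRIM22 was followed at its probe measured on both arrays. Each of the 3 lower probes had at least 1 other 5-fold lower probe within 300 micrometres on the slide, and the KDM6B probe lay in a cluster. No other probe of these 3 genes had a value to set beside them.

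The study listed a panel of genes from this comparison. IFNL3, listed there as IL28B, was at least 22.1-fold higher with miR-145 and IFNB1 at least 12.9-fold, with scrambled signals of 4.04 and 4.26 units that were not well above background. These bounds depend on the floor, and with a floor at the 10th percentile of detected signals they were at least 9.04-fold for IFNL3 and at least 5.30-fold for IFNB1. RARA was 2.21-fold higher, whereas its other probe was 1.03-fold higher. SSTR4 was at least 2.42-fold, TNFAIP6 at least 1.84-fold and C1QL2 at least 1.39-fold higher, but with the 10th percentile floor these 3 genes had no value and under normexp the bounds were 1.35-fold, 1.13-fold and 1.01-fold. Among the genes listed as decreased, CDH16 had a log2 difference of -1.99, ITGB8 of -1.34, WNT7A of -1.23 and SOCS7 of -0.85. Under normexp these were smaller, at -1.07 for CDH16, -0.89 for ITGB8, -0.71 for WNT7A and -0.45 for SOCS7. KATNAL2 was at least 4.54-fold lower and ANGPT4 at least 3.18-fold lower, which fell to at least 2.16-fold and 1.51-fold with the 10th percentile floor and to 2.11-fold and 1.67-fold under normexp. The brighter of the PSCA probes had a log2 difference of 0.05, under the technical SD of 0.13, while the other one was at least 2.40-fold lower, and the mean over both was -0.61. Of 4 ITGB8 probes, 1 was measured on both arrays at 72.2 units with miR-145 and 205.4 with the scrambled sequence, 1 was at least 1.47-fold lower, and the others were not well above background on either array. The mean over the ITGB8 probes with a value was -0.95.

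**Figure D2:**
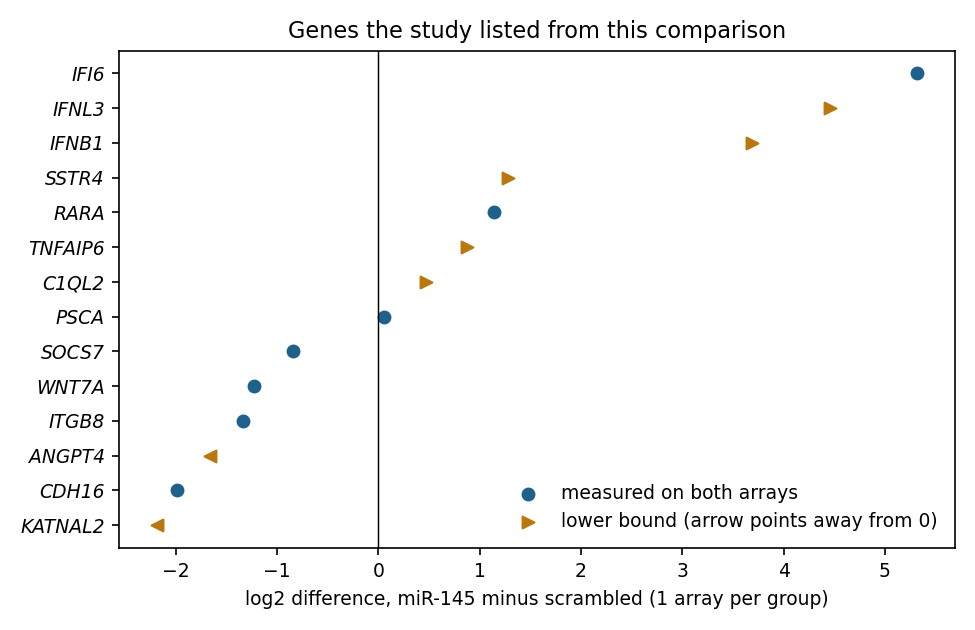
Log2 differences (miR-145 minus scrambled, 1 array per group) of the genes the study listed from this comparison. Circles are probes measured on both arrays and arrows are lower bounds, and IFI6 at 5.32 has the highest measured value, while PSCA lies at 0.05.

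Differentiation and progenitor markers that the study examined in primary cells or tissue sections were looked up in this line. KRT3 had a log2 difference of -0.50 and GJA1 of -0.03, and KRT12 was not well above background on either array. ABCG2 had a log2 difference of 0.11, under the technical SD. TP63 was at least 1.30-fold higher at 21.0 units with miR-145, just above the lowest detected signal, and had no value with the 10th percentile floor or under normexp, and its other probe was not well above background. KRT15 had a log2 difference of -0.48 and EGFR of -0.31. The sizes for KRT3, KRT15 and EGFR lay under the SD of 0.59 over all probes detected on both arrays. The GJA1 difference was below the technical SD and changed sign between alternatives, from -0.15 to 0.11.

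Of the pluripotency factors the study discussed as miR-145 targets, KLF4 was 2.22-fold higher with miR-145. POU5F1 had a log2 difference of 0.66, but 1 of its other 3 probes had the opposite direction at -0.21. SOX2 was not well above background on either array at the probe used, and its other probe was left out because its spot was marked as uneven. IRF7 was 5.07-fold higher. FBN3 had a log2 difference of -0.27, and ANXA13 was at least 1.40-fold lower, with no value at the 10th percentile floor. GAPDH had a log2 difference of -0.32, between the quartiles of all probes detected on both arrays. The brightest ACTB probe stood at 0.13, but its 3 other probes stood at 1.60, -0.32 and -0.35, and its direction changed between alternatives (-0.02 to 0.26).

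Gene lists were compared to place these values. The interferon-stimulated list, with 38 of 40 genes measured, had a median log2 difference of 2.53, above that of all 10000 random lists, whose central 95% lay between -0.13 and 0.18. All 38 genes were higher with miR-145, 36 of them at least 2-fold and 25 at least 5-fold, from 0.70 for PARP14 to 5.68 for MX2. The alternative that moved this median most, centring on each array's median, gave 2.66. That centring shifted the median of all probes detected on both arrays from -0.04 to 0.08.

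The other lists lay much closer to 0. The NF-kB and inflammatory cytokine list had a median of 0.25 over 23 genes, at the 98.0th percentile of random lists, from -0.86 for CXCL8 to 1.57 for IL6. Described miR-145 targets had a median of -0.15 over 34 genes, at the 3.02 percentile, from -2.21 for FSCN1, whose other probe gave -2.32, to 1.15 for KLF4. The housekeeping list had a median of -0.05 over 15 genes, at the 21.6 percentile, from -1.20 for TFRC to 1.35 for B2M. Corneal epithelial differentiation genes had a median of -0.22 over 6 genes, at the 20.3 percentile, from -0.50 for KRT3 to 1.43 for TGM1. Limbal progenitor genes had a median of -0.02 over 13 genes, at the 44.8 percentile, from -1.64 for ITGA9, a bound (-0.73 with the 10th percentile floor), to 2.41 for KRT14. The other KRT14 probe, measured on both arrays, gave 0.70. The medians of the housekeeping and limbal progenitor lists changed sign between alternatives.

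Places of the 5-fold probes on the slide were examined as part of the quality of the arrays. Of the 280 probes, 31 (11.1%) were clustered, 14 of them higher and 17 lower with miR-145. In 1000 draws of random places the share averaged 1.60% and did not exceed 5.71%.

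**Figure D3:**
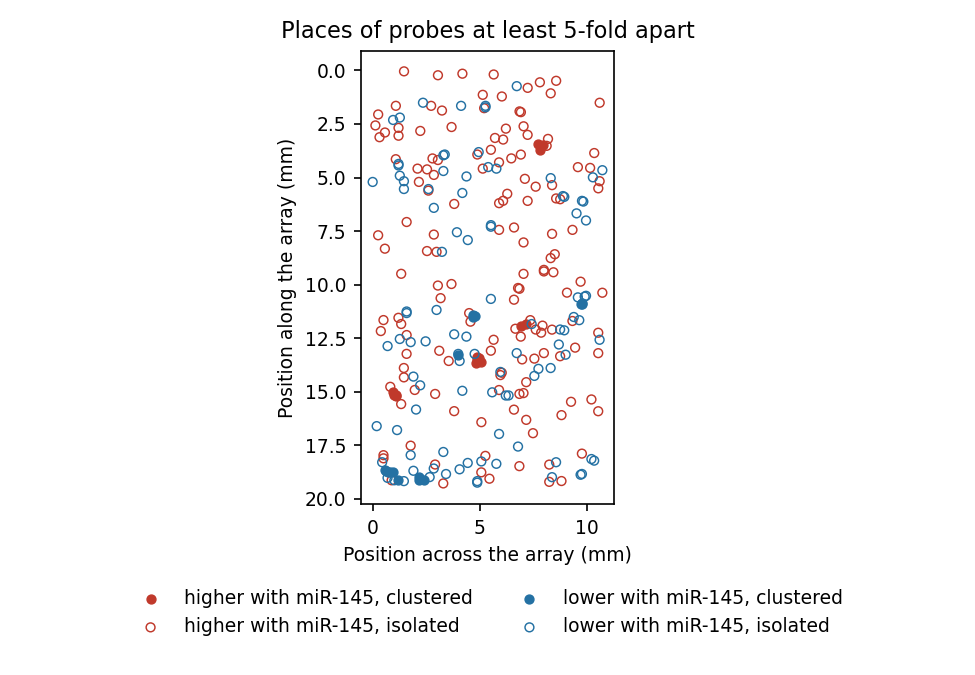
Places of the 280 probes at least 5-fold apart (mm from the edge of the spotted area of the miR-145 array), red for higher and blue for lower with miR-145. Filled circles are the 31 probes with at least 2 others of the same direction within 300 micrometres, which form small groups.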

Values the study reported

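At a 5-fold threshold, the study reported 324 genes as increased and 277 as decreased by miR-145 relative to its scrambled control. Its listed fold changes included 100.5 for IL28B, 55.8 for IFNB1, 40.3 for IFI6, 0.08 for ANGPT4, 0.11 for PSCA and 0.4 for ITGB8. By real-time PCR over repeated transfections it reported a decrease of ITGB8 with a P of 0.00024 (paired Student's t test). It also reported an increase of IFNB1 by PCR, but no change of WNT7A, SOCS7, KLF4 and FBN3. The array differences of WNT7A, SOCS7 and KLF4 given above were thus not borne out by the study's PCR.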

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

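All tests in this part were chosen after the result was seen. Spots marked as uneven or as outliers by the scanner software were outside the comparisons of the report, and they held large differences. Leaving them out removed 144 probes, and 72 of those (33 higher and 39 lower with miR-145) were at least 5-fold apart at their processed signal. All 72 were marked as uneven on the brighter array. Of the 10 largest differences in the authors' deposited matrix, 8 belonged to probes with such a spot. CETP, chosen here after its value was seen, had 17805 processed units with the scrambled sequence against a median pixel of 308 units.

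A candidate explanation is uneven brightness within the spot, for example a bright speck. On the median pixel signal minus local background, 47.2% of these 72 probes stayed 5-fold apart in the same direction, against 62.5% of the 280 unmarked 5-fold probes. On normexp values of the median pixel, which was run first, 9.72% of the marked and 28.9% of the unmarked probes stayed 5-fold apart. Both measures put the marked probes lower, but by different amounts, and a large part of the marked probes stayed bright at the median pixel. Uneven spots and a true difference between the cultures therefore cannot be told apart for these probes.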

How the results depend on the processing

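Keeping flagged spots and leaving out probes near clusters on the slide were chosen after the data had been seen, and the other alternatives before the data were examined. No called list median or called named gene reversed its direction in an alternative, and directions of other single probes were not followed. A list median was called when it was large against the technical SD. Only the interferon-stimulated median was, so the statement does not cover the other lists. Of 156 values of the counts, shares, list medians and spot spread under an alternative, 129 stayed within the limit set for their kind and 27 moved, all of them counts, shares or the spot spread. For list medians that limit was the SD of a difference between single spots, which is not the spread of a median.

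With no filter and no floor, 506 probes were 5-fold higher, 520 were 5-fold lower, 2153 were 2-fold higher and 2822 were 2-fold lower, and 13.8% of the 5-fold probes were measured on both arrays. The positive and significant flag gave 506, 520, 2152 and 2822, with 233 higher and 156 lower on both arrays and a share of 37.9%. The deposited matrix values, which have no floor and include marked spots, gave 510 higher and 566 lower at 5-fold, with a share of 14.2%. These settings add dim probes by construction. A floor at the 10th percentile of detected signals left 42 probes 5-fold lower and a share of 86.6%. Normexp, which also uses the median pixel and an offset of 50, gave 77 higher and 5 lower at 5-fold, 519 and 630 at 2-fold, 72 and 5 on both arrays, a share of 93.9%, and a spot spread of 0.17, and the cause was not tested. Keeping marked spots gave a share of 43.5%, and leaving out probes near clusters gave 57.0%, through the probes added or removed.

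The share of higher probes among those 5-fold apart was 58.6% in the main setting, 93.9% under normexp, 47.4% with the matrix values and 74.4% with the higher floor. At 2-fold it was 41.5%, and centring on the median gave 55.9% and quantile normalization 51.9%, so which direction held more 2-fold probes depended on the scaling. Centring on the median moved the median of probes detected on both arrays from -0.04 to 0.08.

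The interferon-stimulated median ranged from 2.45 to 2.66 over its 13 alternatives, and the NF-kB and inflammatory cytokine median from 0.13 to 0.37, with percentiles of 89.7 under normexp and 93.4 under quantile normalization against 98.0 in the main setting. Described miR-145 targets stayed below 0 (-0.18 to -0.03), at percentiles from 1.39 to 7.43, as did corneal differentiation genes (-0.25 to -0.10). The housekeeping (-0.10 to 0.07) and limbal progenitor (-0.07 to 0.11) medians changed sign, and the limbal progenitor percentile ranged from 33.0 to 80.2. Among the 50 named genes with a value, 469 values stayed within the technical SD and 123 moved, 33 of them under normexp. Only ACTB, GJA1 and PSCA changed sign in any alternative, none of them called.

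Signal over background limits the lower probes most, as 84 of 116 have only a bound. No paired analysis was possible because each group has 1 array. Scaling on the spike-in spots was not run, since only 46 of 320 such spots with miR-145 and 37 with the scrambled sequence were well above background. The comparison of genes with and without a miR-145 seed site was not run, as transcript sequences were not used here.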

Other observations

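The test of clustering against random places, the separate tests of isolated higher and isolated lower probes, the restriction to bright probes and its chance level were chosen after the result was seen. Counts of 5-fold spots over the array's sides, and the spots of CETP, CARD18, SOX2, ITGB8 and IFNB1, had also been looked at before any test in this part was run. CARD18, like CETP, is named outside the rule for genes in the text.

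The counts of 5-fold probes here were 164 higher and 116 lower. Both are lower than the numbers quoted from the study above. With no filter and no floor they were 506 and 520, and with the deposited matrix values 510 and 566, so the direction of this gap depends on the filter and the floor. The study counted genes and describes separate array experiments. Probes from 1 array per group were counted here, so the numbers are not of the same kind. The bound for IFNL3 was at least 22.1-fold and that for IFNB1 at least 12.9-fold. As lower bounds, both allow the higher values quoted from the study above. With no floor, IFNL3 was 99.2-fold higher (log2 difference 6.63) and IFNB1 55.1-fold (5.78), on scrambled signals not well above background, so the gap lies in the floor. Under normexp, with its own floor, they were at least 5.86-fold and at least 3.66-fold higher. ANGPT4 was at least 3.18-fold lower here. As a bound, it allows the larger decrease quoted from the study above. With no floor, the ANGPT4 ratio of miR-145 to scrambled was 0.0780 (log2 difference -3.68), on a miR-145 signal not well above background, so this gap too lies in the floor. PSCA had a log2 difference of 0.05, or 1.04-fold, at its brighter probe. That is higher than the value quoted from the study above, and the other probe was at least 2.40-fold lower. With no floor, the ratio of miR-145 to scrambled at that other PSCA probe was 0.107 (log2 difference -3.22), so the gap depends on the probe chosen and on the floor.

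Clusters of 5-fold probes on the slide were more frequent than random places give (11.1% against at most 5.71%), which is consistent with marks on the slide surface. Local background was marked as deviating on the brighter array at 58.8% of the 17 clustered lower probes but 7.14% of the 14 clustered higher ones, against 4.93% of all compared spots on the scrambled array and 2.84% on the miR-145 array. The other test planned for clustered probes was too small. Only 2 of their genes had another probe elsewhere, with a median log2 difference of -0.23 in the direction of the call, so a mark and a true change cannot be told apart for single clustered probes.

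Isolated 5-fold probes were compared with other probes of the same genes lying elsewhere. In 52.3% of 44 genes the other probes differed at least 2-fold in the same direction, but this number joins unlike parts. For isolated higher probes it was 74.1% of 27 genes, and 58.8% of 17 genes outside the interferon-stimulated list, against a chance level of 2.55%. Only 43 of the 150 isolated higher probes had such another probe. Of these, 33 were measured on both arrays, where other probes differed at least 2-fold in 90% of 20 genes. Marks on the slide are thereby argued against, as a set, for the higher probes that could be checked. Higher probes with only a bound were not examined separately. For isolated lower probes it was 17.6% of 17 genes, with a median of 0.19. Local background was marked as deviating on the brighter array at 16.2% of the 99 isolated lower probes, against 5.33% of the 150 isolated higher probes and 4.93% of all compared spots on the scrambled array. As dim probes cannot show a large decrease, the 12 genes with bright other probes were examined, and 3 of them (25%, exact 95% interval 5.49 to 57.2%) differed at least 2-fold in the same direction, against a chance level of 3.84%, while 7 of them had the same direction at any size. The median near 0 and the background marks point another way than the excess over chance, so marks stay open for the lower probes, which may hold both true and false differences.

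Spread between spots of one probe was tested as a cause of isolated 5-fold probes. Of 18864 pairs of spots of 1 probe within an array, 0 (0%) were 5-fold apart, and 0 of 4583 pairs of probes under 600 units were, although these pairs share spots and are not independent. Spots flagged as uneven or as population outliers had been left out before the pairs were formed. Isolated 5-fold probes were 0.856% of the probes with a value. Of 222 probes averaged over 10 spots, 20 (9.01%) still differed at least 2-fold between the arrays and 2 at least 5-fold. Spread among unflagged repeated spots was thus small. As flagged spots had been removed beforehand, the count of 0 does not settle scatter at probes with a single spot. Variation between arrays or cultures is not covered either.

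The higher level of interferon-stimulated genes with miR-145 was weighed against technical causes. Of the list's 34 probes at least 5-fold apart, 2.94% were clustered, below the 11.1% of all 5-fold probes, and in 15 of 15 genes with several probes these had the same direction. The lowest median over the alternatives was 2.45, so neither marks on the slide nor centring or normalization accounts for it. A difference between the cultures other than the miR-145 insert stays open, with 1 array per group. The study reported an increase of IFNB1 by PCR over repeated transfections, which covers that gene but not the list. The GFP vector named as the control in the protocol may differ from the miR-145 plasmid in more than the insert. An interferon response to the transfected nucleic acid itself, or to the amount taken up, is a candidate explanation that cannot be told apart from an effect of miR-145 in these arrays.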
